# Identification of New Chemoresistance-Associated Genes in Triple-Negative Breast Cancer by Single-Cell Transcriptomic Analysis

**DOI:** 10.3390/ijms25136853

**Published:** 2024-06-22

**Authors:** Spyros Foutadakis, Dimitrios Kordias, Giannis Vatsellas, Angeliki Magklara

**Keywords:** single-cell RNA-sequencing, bulk RNA-sequencing, triple-negative breast cancer, chemoresistance, transcriptomics, 3D spheroids

## Abstract

Triple-negative breast cancer (TNBC) is a particularly aggressive mammary neoplasia with a high fatality rate, mainly because of the development of resistance to administered chemotherapy, the standard treatment for this disease. In this study, we employ both bulk RNA-sequencing and single-cell RNA-sequencing (scRNA-seq) to investigate the transcriptional landscape of TNBC cells cultured in two-dimensional monolayers or three-dimensional spheroids, before and after developing resistance to the chemotherapeutic agents paclitaxel and doxorubicin. Our findings reveal significant transcriptional heterogeneity within the TNBC cell populations, with the scRNA-seq identifying rare subsets of cells that express resistance-associated genes not detected by the bulk RNA-seq. Furthermore, we observe a partial shift towards a highly mesenchymal phenotype in chemoresistant cells, suggesting the epithelial-to-mesenchymal transition (EMT) as a prevalent mechanism of resistance in subgroups of these cells. These insights highlight potential therapeutic targets, such as the PDGF signaling pathway mediating EMT, which could be exploited in this setting. Our study underscores the importance of single-cell approaches in understanding tumor heterogeneity and developing more effective, personalized treatment strategies to overcome chemoresistance in TNBC.

## 1. Introduction

Triple-negative breast cancer (TNBC) is characterized by the absence of estrogen (ER) and progesterone (PR) receptors and a lack of overexpression of the human epidermal growth factor receptor 2 (HER2). It is considered to be the most aggressive type of mammary tumor, with high rates of recurrence within the first 3–5 years after diagnosis, a tendency for distant, incurable metastases, and a lower overall survival compared to other breast cancer subtypes [1]. As a result, even though TNBC makes up only 15–20% of all breast cancer diagnoses, it accounts for ~25% of breast cancer-associated fatalities [2]. These grim characteristics are largely due to the limited treatment choices for this disease. The lack of expression of the three biomarkers (ER, PR, and HER2) renders the associated therapies unsuitable for the successful management of TNBC. Furthermore, the development of other targeted treatments has been challenging due to its high inter-tumoral heterogeneity and the absence of recurrent, treatable driver mutations [3]. Consequently, systemic chemotherapy, including taxane- and anthracycline-based schemes, remains the mainstay treatment option for most TNBC patients, with initially good response rates [1,3,4]. Nevertheless, a large fraction of patients present with tumor recurrence, often leading to distant metastasis and death [5], suggesting that either they develop resistance during treatment (adaptive or acquired chemoresistance) and/or are inherently less responsive (innate chemoresistance). Therefore, combatting chemoresistance in TNBC is a clinically urgent need that may be addressed by untangling the molecular underpinnings of the disease, so that more effective, personalized treatment strategies can be developed.

Genomic and transcriptomic profiling have considerably improved our understanding of tumor biology, opening up new therapeutic avenues for many types of cancer. However, the overwhelming majority of transcriptomic studies include only bulk analyses of cancer models and human tumor samples, failing to capture intratumoral heterogeneity and overlooking the gene expression statuses of minor subpopulations. This is particularly problematic when investigating the mechanisms of chemoresistance in TNBC, where first-line therapies eliminate the bulk of cancer cells and tumor relapse is probably due to a few remaining cells that already harbor advantageous properties for evading cytotoxicity. To overcome this limitation, transcriptome profiling at the single-cell level has recently emerged as a powerful tool, providing valuable insights into critical disease processes, including the development of drug resistance [6]. In contrast to bulk RNA-sequencing (RNA-seq), which averages gene expression across a multitude of cells, single-cell RNA-seq (scRNA-seq) analyzes the transcriptome of each cell individually, enabling the identification of transcriptionally distinct cell populations within tumors, including rare ones that may drive chemoresistance.

Despite the undisputed value of two-dimensional (2D) cultures of cancer cell lines in advancing the field of cancer biology, these in vitro models fail to reconstitute the complexity of human tumors, mostly due to a lack of interactions with the components of the tumor microenvironment (TME). Scaffold-based three-dimensional (3D) cell culture models, also known as spheroids, are spherical multicellular entities, usually generated from cell lines, that show a low complexity in histological organization, but recapitulate the gradients of oxygen and nutrients, as well as the cell–cell and cell–extracellular matrix (ECM) interactions, of the in vivo tumor [7].

In this study, we employed both bulk RNA- and scRNA-seq to investigate the transcriptional status of TNBC cells, grown in 2D or 3D cultures, prior to and after the development of resistance to two widely used chemotherapeutic drugs, paclitaxel and doxorubicin. Our main goal was to delineate the heterogeneity in these TNBC models and uncover the gene expression programs that support drug resistance in minor groups of chemoresistant populations that go undetected by bulk RNA-seq. Analysis of the data from the two transcriptomic techniques yielded similar results to a large degree, yet several low-abundance gene expression changes in the chemoresistant cells were detected only by scRNA-seq. We hypothesize that these genes may constitute novel therapeutic vulnerabilities that can be targeted by combinatory treatment schemes, including repurposed drugs. We also found that some markers, strongly upregulated in the majority of chemoresistant cells, were already expressed in rare pools of cells before treatment, suggesting that less drug-sensitive subpopulations preexist and are selected upon drug exposure. Our results from the two different culture models used (2D and 3D) largely overlapped, however, they also presented some discrepancies that are discussed in the text.

Overall, the findings of our study underscore the complexity of chemoresistance in TNBC and highlight the utility of scRNA-seq in unraveling the transcriptional heterogeneity underlying this phenomenon.

## 2. Results

### 2.1. Single-Cell Transcriptome Analysis of SUM159 TNBC Cells Indicates a Partial Shift to a Highly Mesenchymal Phenotype upon Acquisition of Chemoresistance

Seeking to unravel the mechanisms of acquired chemoresistance in TNBC at the single-cell level and identify new potential therapeutic targets, we performed scRNA-seq experiments on SUM159 cells prior to and upon the establishment of resistance to paclitaxel or doxorubicin. The SUM159 paclitaxel-resistant cells had been previously described [8] and the SUM159 doxorubicin-resistant cells were newly generated.

The scRNA-seq experiments were performed using a commercially available panel that contained primer pairs targeting 389 breast-cancer-associated genes (see Section 4). First, we sought to leverage the power of this technique to examine the transcriptional heterogeneity within each cell population. We collected data from 18,233 TNBC cells grown in a monolayer across all conditions, and after quality control, batch effects’ removal, and a principal component analysis with Scanpy [9], a total of 12,082 single cells were visualized using uniform manifold approximation (UMAP) plots. The Louvain clustering algorithm was used to identify transcriptional cell subpopulations based on cluster-specific expression patterns, and the 100 most variable genes were obtained using a t-test statistic after regressing out the effect of cell cycle genes (see Section 4).

It is known that a population of SUM159 cells represents a continuum, ranging from an epithelial-like cell state with stemness properties to a highly mesenchymal one [10]. To determine which cell state dominated each cluster in the single-cell datasets, we re-analyzed publicly available bulk RNA-seq data generated from derivatives of this cell line that represented epithelial-like and highly mesenchymal populations [10] to generate gene signatures for each cell state. We intersected these with our own data to characterize the cell clusters identified in each cell line, and the results are presented in Figure 1.

In the treatment-naïve SUM159 cells, four clusters were identified (Figure 1a,d). Cluster 3 (9% of the cell population, depicted in red in Figure 1a,d) represented a highly mesenchymal state, and was characterized by a very weak expression of the epithelial markers *TP73*, *CDH3*, and *ITGA6* (Figure 1(ai–iii)) and upregulation of the mesenchymal genes *COL1A1*, *COL3A1*, and *PDGFRB* (Figure 1(di–iii)) compared to the other clusters. On the other hand, the most populous cell group, cluster 0, encompassed 37% of the cells (depicted in blue in Figure 1a,d) and expressed higher levels of the epithelial markers (Figure 1(ai–iii)) and lower levels of the mesenchymal markers (Figure 1(di–iii)), probably representing an epithelial-like state. Clusters 1 and 2 (depicted in orange and green respectively, in Figure 1a,d) could not be assigned to either cell phenotype and possibly represented intermediate states in the epithelial-to-mesenchymal spectrum.

Analysis of the scRNA-seq data in the paclitaxel-resistant cells showed a marked, almost universal, loss of expression of the epithelial markers *TP73* and *CDH3* (Figure 1(bi,ii), respectively), and uncovered three subpopulations with different gene expression patterns (Figure 1b,e). Cluster 1 was assigned to the highly mesenchymal state (28.6% of the population, depicted in orange in Figure 1b,e) due to the overexpression of markers *COL3A1* and *PDGFRB* (Figure 1(eii,iii)). In contrast, cluster 2 (18.8% of the population, depicted in green in Figure 1b,e) exhibited relatively higher *TP73* (Figure 1(bi)) and lower mesenchymal gene levels (Figure 1(ei–iii)) than the other clusters, representing a more epithelial-like cell subpopulation. The cells in cluster 0 (depicted in blue in Figure 1b,e) may represent a transition state or a more heterogeneous population with both epithelial and mesenchymal features.

Interestingly, the development of adaptive resistance to doxorubicin favored an increase in transcriptional heterogeneity, as six cell clusters showed (Figure 1c,f). The gene signature related to a highly mesenchymal state was evident in cluster 1 (24.3% of the population, depicted in orange in Figure 1c,f), with cells expressing lower levels of epithelial markers (Figure 1(ci–iii)) and higher levels of mesenchymal ones (Figure 1(fi–iii)). On the other hand, clusters 4 (6.9% of the population, depicted in purple in Figure 1c,f) and 5 (4.9% of the population, depicted in brown in Figure 1c,f) seemed to be situated at the epithelial end of the EMT spectrum, exhibiting an overexpression of the epithelial genes (Figure 1(ci–iii)) and a downregulation of the mesenchymal ones (Figure 1(fi–iii)). Clusters 0, 2, and 3 (depicted in blue, green, and red, respectively, in Figure 1c,f) were assumed to represent hybrid E/M cell states.

These data suggest that a shift occurs to a highly mesenchymal state when TNBC cells adapt to drug exposure. This shift, though, is only partial, with a moderate increase (~3-fold) in the number of cells displaying this phenotype after the development of chemoresistance. Most cells, both treatment-naïve and chemoresistant, seemed to reside in a range of hybrid states across the EMT spectrum, depicting variable transcriptomic profiles.

### 2.2. Differential Gene Expression Analysis of the scRNA-Seq Data Reveals New Resistance-Associated Genes in Chemoresistant TNBC

To identify the genes mediating the development of acquired chemoresistance in TNBC, we performed a differential expression analysis of the scRNA-seq data between the treatment-naïve and each of the drug-resistant cell populations.

In the 2D-grown cells, a pseudobulk analysis of counts of the scRNA-seq data revealed 42 and 55 upregulated genes in the paclitaxel- (Figure 2a) and doxorubicin- (Figure 2b) resistant cells, respectively. 

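The most abundant transcripts in the bulk RNA-seq libraries of the doxorubicin-resistant cells were those of the translation elongation factor EEF1A1, the mesenchymal intermediate filament VIM and the cytoskeletal actin ACTB. VIM, on chromosome 10 of GRCh37 from 17270240 to 17279592, had 7542 ± 873 counts per 1000000 counts of the library (CPM; SD, n = 2), and ACTB had 6719 ± 572 CPM (SD, n = 2). FN1, which encodes the matrix protein fibronectin, was also among the 10 most abundant genes, with 2027 CPM in replicate 1 and 5101 CPM in replicate 2. The cells were SUM159 cells, a triple-negative breast cancer line, grown in a monolayer and made resistant to doxorubicin, a topoisomerase II poison. According to the paper, the drug was given at escalating doses from 0.05 to 1 μM for 2 days at a time, followed by recovery in drug-free medium. Polyadenylated RNA from 2 libraries, which the authors labelled as replicates, was made into directional libraries with the NEBNext Ultra II kit and sequenced in a 100-bp single-end mode. The methods name the RNeasy kit for the RNA extraction, whereas the sample labels name TRI reagent. The authors mapped the reads to hg19 with HISAT2 and counted those inside genes with HTSeq, and the versions, gene annotation and strand setting were not given in the sources used here. The counts in genes sum to 23044084 in replicate 1 and 17985508 in replicate 2. From these counts, CPM were computed for each library from its total over all 23368 gene symbols. Coordinates come from the GENCODE annotation of GRCh37, matched by gene symbol. The treatment-naïve libraries, which the paper took from an earlier study, were not analysed here, so that levels in the resistant cells are given and no fold change against naïve cells was tested. Each library was counted as a replicate because the labels name it as one. Their counts differed by more than counting error alone, the only error this test covers, with a chi-square statistic of 944379 on 13743 degrees of freedom, so they were not merged into 1. Nothing states that the libraries came from separate cultures, so the spread between them may be technical. It amounted to a biological coefficient of variation of 22.2% in edgeR, and replicate 1 had higher values of short genes and replicate 2 of long ones, with a Spearman rho of −0.55 between the log2 ratio and exonic length across 10772 genes.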

We compared these results with our previously published bulk RNA-seq data for the paclitaxel-resistant cells [8], while we performed new transcriptomic experiments for the doxorubicin-resistant ones. 

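The efflux pumps ABCB1 and ABCG2, which export doxorubicin and other drugs, were both well expressed in the doxorubicin-resistant monolayer cells. ABCB1, on chromosome 7 of GRCh37 from 87132333 to 87342639, had 215 ± 105 CPM (SD, n = 2), and its 3236 counts in replicate 1 and 5198 in replicate 2 correspond to 140 and 289 CPM. ABCG2, on chromosome 4 from 89011302 to 89152780, had 46.4 ± 0.455 CPM (SD, n = 2). The genes drawn in Figure S1b as upregulated in both scRNA-seq and bulk RNA-seq number 25, and each of them had a mean count of at least 20, the minimum in the bulk RNA-seq analysis of the paper. Their median level was 63.8 CPM. Besides VIM, the highest were CAV1, a component of caveolae, with 736 ± 29.6 CPM (SD, n = 2), and CCNB1, the mitotic cyclin B1, with 419 ± 17.0 CPM (SD, n = 2). At the lower end, the kinase gene STK32B had 5.10 ± 0.0969 CPM (SD, n = 2), and ESM1 had 5.75 ± 1.38 CPM (SD, n = 2). FOXA1, a transcription factor of the luminal lineage on chromosome 14 from 38058757 to 38065264, had 8.26 ± 0.353 CPM (SD, n = 2). Of the cell cycle genes listed before the data were examined, 6 are in this group, among them the ribonucleotide reductase subunit RRM2 with 305 ± 25.8 CPM (SD, n = 2) and thymidylate synthase, TYMS, with 166 ± 10.3 CPM (SD, n = 2). These libraries allow no statement on the naïve cells, and the group was chosen in the paper from comparisons that included these libraries. ABCB1 overlaps RUNDC3B on the opposite strand, which had 6.27 ± 0.575 CPM (SD, n = 2), and without a stated strand setting the reads in the overlap cannot be assigned.

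**Figure D1:**
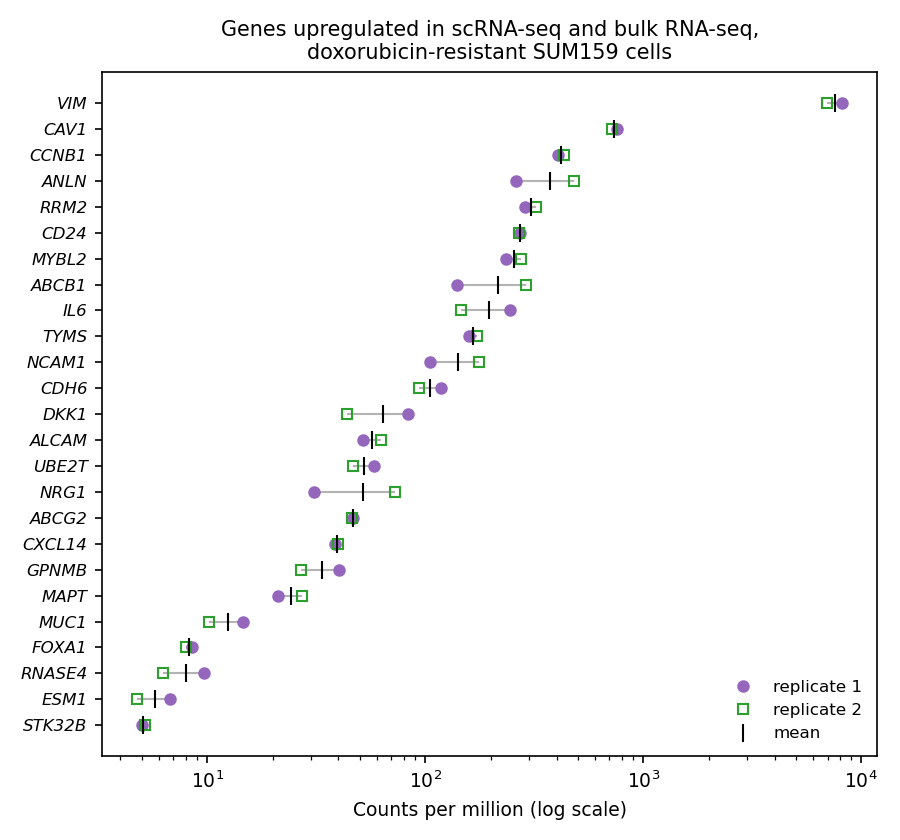
CPM, on a log axis, of the 25 genes of Figure S1b in the 2 doxorubicin-resistant libraries. Circles are replicate 1, squares replicate 2 and vertical marks their mean, from STK32B at 5.10 CPM to VIM at 7542 CPM, and the libraries lie apart for ABCB1 at 140 and 289 CPM.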

We identified 20 common genes in the first case (Figure S1a) and 25 in the latter (Figure S1b). As expected, most of these genes were expressed both in higher levels and in a higher fraction of the population in the chemoresistant cells compared to the treatment-naïve ones (Figures S1a,b). Regarding downregulated genes, the analysis of the scRNA-seq data identified 52 and 50 such genes in the paclitaxel- (Figure 2c) and doxorubicin- (Figure 2d) resistant cells, respectively. Comparison with the corresponding bulk RNA-seq data revealed 18 and 15 common genes, respectively, as shown in Figures S1c,d.

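Among the genes of Figure S1d, which fell in both assays, the aldehyde dehydrogenase ALDH1A1, a marker of stem-like breast cancer cells, had no counts in either doxorubicin-resistant library. A count of 0 allows up to 0.130 CPM in replicate 1 and 0.167 CPM in replicate 2, taking 3 counts as the limit and covering counting error only. CCND2, which encodes cyclin D2, was close to this limit with 1 and 2 counts. The epithelial cytokine gene TSLP had 0.718 ± 0.151 CPM (SD, n = 2). The remaining 12 of the 15 genes had a mean count of at least 20 in the resistant cells. The angiogenic factor VEGFA, on chromosome 6 of GRCh37 from 43737921 to 43754224, was the highest, with 327 ± 11.3 CPM (SD, n = 2), followed by PHGDH, an enzyme of serine synthesis, with 84.2 ± 8.02 CPM (SD, n = 2). C10orf54, the gene of the immune checkpoint protein VISTA, had 24.2 ± 3.95 CPM (SD, n = 2). Over the 15 genes the median was 3.80 CPM. These are the levels that remained in the resistant cells, and the treatment-naïve arm of the comparison was not analysed here.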

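The doxorubicin-resistant monolayer libraries held counts for 16171 genes in replicate 1 and 15770 in replicate 2. A mean count of at least 20 was reached by 12340 genes, whose median level was 34.1 CPM. A single count corresponds to 0.0434 CPM in replicate 1 and 0.0556 CPM in replicate 2. Transcription factors of the epithelial-to-mesenchymal transition that were low could be measured at this depth: SNAI1 had 4.80 ± 0.576 CPM (SD, n = 2) and TWIST1 had 6.17 ± 2.75 CPM (SD, n = 2). Of the 3 receptors by which triple-negative tumors are defined, the progesterone receptor gene PGR had 2 counts and 0 counts in replicates 1 and 2, and the estrogen receptor gene ESR1 had 11 and 9. ERBB2, which encodes HER2, had 99.7 ± 6.56 CPM (SD, n = 2). The counts are of reads inside genes. If each read was counted at most once, the number of reads sequenced was at least as large as each library total.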

The targeted nature of the scRNA-seq experiments afforded a higher sensitivity to detecting lowly expressed transcripts that were not identified by the bulk RNA-seq experiments, sequenced at roughly the same depth (around 5–10 million reads). Thus, we focused on the upregulated genes in the drug-resistant cells that were uniquely identified by scRNA-seq, suggesting that they were overexpressed only by a very small percentage of cells. 

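In the bulk libraries of the doxorubicin-resistant cells, 22 of the 30 genes given as upregulated by scRNA-seq alone had a mean count of at least 20, and 13 had a mean count of at least 1000. The 30 genes are those drawn in Figure 3b together with CD244 and TCL1A, which its caption names as missing from the panel. The median over the list was 33.3 CPM. The highest were THBS1, which encodes the matrix glycoprotein thrombospondin 1, with 342 CPM in replicate 1 and 798 CPM in replicate 2, the keratin gene KRT8 with 265 ± 60.2 CPM (SD, n = 2) and the transcription factor gene JUN with 177 ± 30.2 CPM (SD, n = 2). MCM6, a subunit of the replicative helicase, had 150 ± 15.2 CPM (SD, n = 2), whereas RFC4 and CDC7, also of DNA replication, had 55.4 ± 0.415 and 37.9 ± 0.515 CPM (SD, n = 2 each). The DNA repair gene BRCA1 had 64.8 ± 27.3 CPM (SD, n = 2). The other 8 genes were below a mean count of 20. Among them, the chemokine gene CCL4 had 13 and 2 counts, the interleukin-1 receptor antagonist IL1RN had 15 and 9, TCL1A had 22 and 11, CCNA1 had 19 and 3, and the leukocyte receptor CD244 had 2 in each library. HLA-DRA, on chromosome 6 of GRCh37 from 32407655 to 32412823, had 3 and 2 counts, HLA-DRB1 had 2 and 1, and the complement gene C4A had none. CIITA, the regulator of class II genes such as HLA-DRA, had 38 and 23 counts. HLA-DRA, HLA-DRB1 and C4A lie in the major histocompatibility complex, where 23 of 161 protein-coding genes had a mean count of at least 20, against 447 of 703 on the rest of chromosome 6. RPS18, a ribosomal protein gene of the region that all cells use, had 51 and 21 counts. Reads of C4A and HLA-DRB1 may also match near-identical copies, so their values are uncertain. From the sensitivity of the targeted panel to transcripts at low levels, the paper reasons that the genes found by scRNA-seq alone were missed by bulk RNA-seq, and it proposes that few cells overexpressed them.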

In the paclitaxel-resistant cells (Figure 3a), the most highly upregulated genes included ones that have been associated with breast cancer metastasis, such as the platelet-derived growth factor *PDGFB* [11] and the *MYB* oncogene [12]. Interestingly, *MYB* has also been implicated in chemoresistance in colorectal [13] and ovarian [14] carcinomas, as well as in endocrine resistance in luminal breast cancer cells [15]. Another upregulated gene, *FOXA1,* a multi-faceted transcriptional regulator, is an established marker of a good prognosis in luminal breast cancer [16]. Even though it is considered to be a “luminal” gene, there are several reports of its overexpression in TNBC, where it is mostly associated with a poor prognosis and short overall survival [17,18,19]. In addition, the ectopic overexpression of *FOXA1* in TNBC MDAMB231 cells led to increased resistance to paclitaxel and doxorubicin [20]. These findings are in accordance with our own data, suggesting that *FOXA1* may be a marker of chemoresistance in this subtype of breast cancer. It is noteworthy that all three genes were upregulated in very small fractions of the resistant cells (Figure 3a), making their detection by bulk RNA-seq unattainable at a conventional sequencing depth. 

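MYB, an oncogenic transcription factor gene on chromosome 6 of GRCh37 from 135502446 to 135540311, had 35 counts in replicate 1 and 38 in replicate 2 of the doxorubicin-resistant cells. This is 1.82 ± 0.420 CPM (SD, n = 2). The difference between the libraries did not pass the exact binomial test of edgeR (adjusted p = 0.229), which compares these libraries and not conditions. Its relative MYBL2, which drives genes of mitosis, was far more abundant, with 255 ± 28.3 CPM (SD, n = 2). PDGFB, the B chain of platelet-derived growth factor, lies on chromosome 22 from 39619364 to 39640987 and had 262 and 295 counts, or 13.9 ± 3.56 CPM (SD, n = 2), and it was higher in replicate 2 by the same exact test (adjusted p = 4.42e-05 in edgeR). The A chain gene PDGFA was higher in both libraries, with 116 ± 9.11 CPM (SD, n = 2), and the receptor genes PDGFRA and PDGFRB had 107 ± 5.42 and 46.4 ± 8.37 CPM (SD, n = 2 each). Of 6 genes of this ligand and receptor family listed before the data were examined, 5 had a mean count of at least 20, and PDGFD had no counts. Without naïve libraries, these levels carry no fold change.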

*MYB* and *PDGFB* were also present among the highest upregulated genes in the doxorubicin-resistant cells (Figure 3b), supporting the hypothesis that they play important roles in the development of chemoresistance in TNBC. 

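Cyclin E2, the product of CCNE2, activates CDK2 at the entry into S phase. CCNE2, on chromosome 8 of GRCh37 from 95891998 to 95908906, had 498 and 453 counts in the 2 doxorubicin-resistant libraries, or 23.4 ± 2.53 CPM (SD, n = 2). Its paralog CCNE1 had 18.4 ± 3.06 CPM (SD, n = 2), and CDK2 had 86.7 ± 2.46 CPM (SD, n = 2). CDC6, which licenses replication origins, had 93.0 ± 12.6 CPM (SD, n = 2). Of 24 cell cycle genes listed before the data were examined, 22 had a mean count of at least 20 and 19 of at least 1000. The most abundant were CCND1, the gene of cyclin D1, with 797 ± 120 CPM (SD, n = 2), and TOP2A, the topoisomerase that doxorubicin poisons, with 559 ± 128 CPM (SD, n = 2). CCNA1, a cyclin mainly of germ cells, and CCND2 were below a mean count of 20. The proliferation marker MKI67 had 130 CPM in replicate 1 and 419 CPM in replicate 2, so its level rests on which library is taken.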

*CCNE2*, which encodes for cyclin E2, was also upregulated in these cells (Figure 3b). An elevated expression of this gene has been associated with tamoxifen resistance in ER^+^ breast cancer [21], and it was recently implicated in doxorubicin resistance in MDAMB231 cells [22].

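Of the genes drawn in Figure 3d as lower in the doxorubicin-resistant cells by scRNA-seq alone, 25 of 35 still had a mean count of at least 20 in the bulk libraries of these cells, and the median over the list was 7.27 CPM. The chemokine gene CXCL8, listed under its older symbol IL8, was the highest with 395 ± 23.9 CPM (SD, n = 2). The complement protease gene C1S had 160 ± 26.0 CPM (SD, n = 2), and CDKN1A, which encodes the cell cycle inhibitor p21, had 86.0 ± 8.96 CPM (SD, n = 2). The inflammatory cytokine IL1B had 60.3 ± 9.21 CPM (SD, n = 2), and TP73, used in the paper as an epithelial marker, had 22.5 ± 7.76 CPM (SD, n = 2). Of the basal keratin genes, KRT17 had 24.0 ± 3.99 CPM (SD, n = 2) and KRT14 had 450 and 183 counts, whereas KRT5, which Figure 3d does not show, had 2 counts in each library. In the list, 10 genes were below a mean count of 20. CASP5 and TNFSF13 had no counts, TNFSF13B had 2 and 0, and TNFSF4 had 4 and 1. TNFSF13 lies inside a readthrough gene with TNFSF12, and reads that fall in both may not have been counted. The tight junction gene CLDN4 had 8 and 4 counts, and the chemokine gene CXCL12 had 9 and 6.

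**Figure D2:**
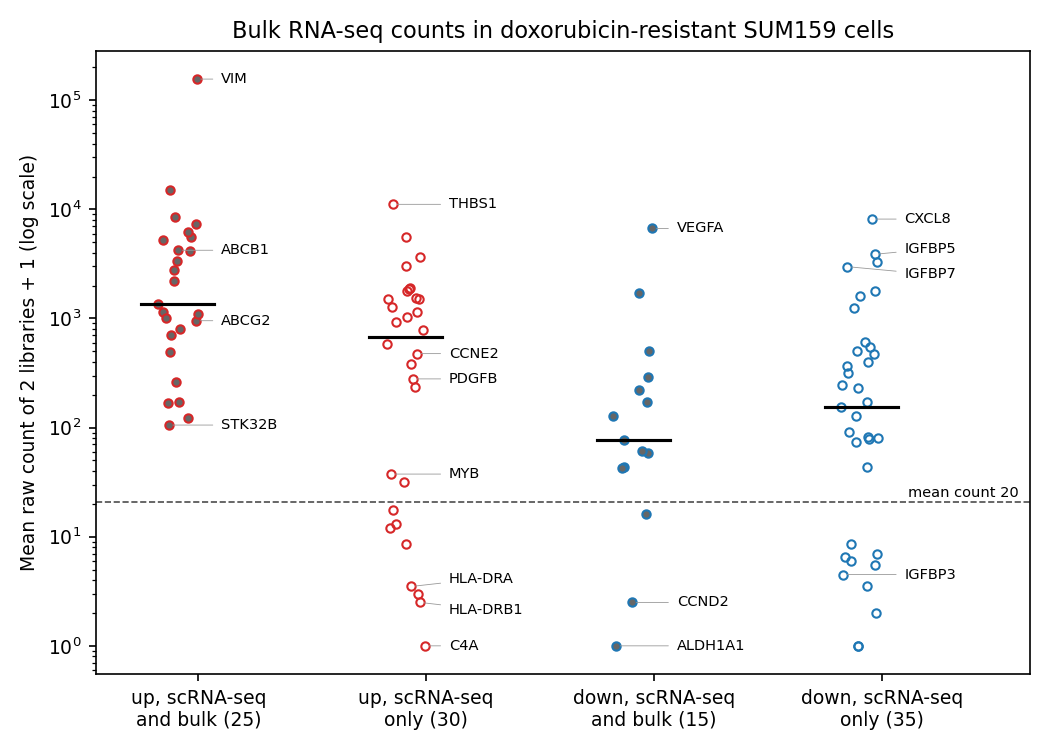
Mean raw count of the 2 doxorubicin-resistant bulk libraries plus 1, on a log axis, for the genes of Figure S1b, 3b (with CD244 and TCL1A from its caption), S1d and 3d, in that order from left to right. Each point is a gene, filled where bulk RNA-seq also called it in the paper, red for higher and blue for lower in resistant cells, horizontal bars are medians, and the dashed line marks a mean count of 20, above which lie 25 of 25, 22 of 30, 12 of 15 and 25 of 35 genes.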

The downregulated genes in the resistant cells that were uniquely identified by scRNA-seq are presented in Figure 3c,d. 

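IGFBP5 and IGFBP7, of the family of secreted proteins that bind insulin-like growth factors, were both expressed in the doxorubicin-resistant cells. IGFBP5, on chromosome 2 of GRCh37 from 217536828 to 217560272, had 3851 and 3890 counts, or 192 ± 34.8 CPM (SD, n = 2). IGFBP7, on chromosome 4 from 57896939 to 57976551, had 4327 and 1639 counts, or 188 CPM in replicate 1 and 91.1 CPM in replicate 2. The libraries differed at both genes beyond sampling noise, with adjusted p = 9.65e-29 for IGFBP5 and 3.42e-148 for IGFBP7 in the exact binomial test of edgeR. The directions were opposite, IGFBP5 being higher in replicate 2 and IGFBP7 in replicate 1. They follow the trend across genes, with exonic lengths of 6466 bp for IGFBP5 and 1930 bp for IGFBP7. The same test called 7930 of 13744 genes, so such differences are not particular to these genes. How far these levels lie below those of naïve cells was not analysed here.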

Reduced expression of the IGFBP5 and IGFBP7 members of the insulin growth factor-binding proteins (IGFBP) was a common feature both in the paclitaxel- (Figure 3c) and the doxorubicin-resistant (Figure 3d) cells. Moreover, IGFBP3 was repressed in the latter ones (Figure 3d). 

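IGFBP3, on chromosome 7 of GRCh37 from 45951844 to 45961473, had 5 counts in replicate 1 and 2 counts in replicate 2 of the doxorubicin-resistant cells. This is 0.164 ± 0.0748 CPM (SD, n = 2), close to the limit that a count of 0 allows. In both libraries it was far below IGFBP5 and IGFBP7. Of the 7 genes of the family, 5 had a mean count of at least 20, and IGFBP4 was the highest with 770 ± 162 CPM (SD, n = 2). IGFBP6 had 141 CPM in replicate 1 and 64.6 CPM in replicate 2, IGFBP2 had 6.49 ± 2.11 CPM (SD, n = 2), and IGFBP1 had 1 and 0 counts.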

The downregulation of IGFBP3 has been shown in non-small cell lung cancer (NSCLC) cell lines resistant to cisplatin [23] and EGFR tyrosine kinase inhibitors (TKIs) [24], as well as in advanced colorectal patients non-responsive to chemotherapy [25]. IGFBP5 expression was markedly decreased upon the acquisition of resistance to tamoxifen in MCF-7 breast cancer cells [26], and its suppression was suggested to be a mechanism of cisplatin resistance in esophageal squamous cell carcinoma [27]. Finally, IGFBP7 has also been associated with chemosensitivity, as a lower expression was noted in hepatocellular cancer cells resistant to interferon [28] and NSCLC cells resistant to cisplatin [29] compared to the parental cells.

To examine whether the protein products of the differentially expressed genes in chemoresistant cells could be functionally related, we plotted their network of interactions using data from the STRING database (Figure S2). In all cases, either for upregulated or downregulated genes, we found that the constructed networks had significantly more interactions than expected by chance (PPI enrichment *p*-value <1.0 × 10^−16^). There was a stronger network of interactions among the products of genes upregulated in the paclitaxel-resistant cells, which involved proteins such as VCAM1, NCAM1, CAV1, and FN1 (Figure S2a), which is indicative of the conversion of cells towards a more basal-like phenotype. In the case of upregulated genes in doxorubicin-resistant SUM159 cells, a strong network of interactions involving gene products related to cell cycle progression (CCNE1, CCNE2, CCNB1, CDC6, and CDK2, etc.) could be seen (Figure S2b). For downregulated genes in paclitaxel-resistant cells, there were strong connections among gene products related to an immune-inflammatory phenotype, such as CCL5, CCL3, IL1B, and IL7R (Figure S2c), which may indicate the loss of an epithelial-like phenotype (in accordance with [10]). An analogous inflammation-related network could be seen for downregulated gene products in doxorubicin-treated cells (Figure S2d).

We also extended this analysis to 3D spheroids, seeking to uncover the gene expression differences between the two in vitro culture systems. A pseudobulk analysis of counts of the scRNA-seq data generated from the 3D spheroids led to the identification of 22 and 60 upregulated genes in the paclitaxel- and doxorubicin- resistant cells, respectively, compared to the treatment-naïve spheroids (Tables S1 and S2). Most of these genes were also identified in the experiments with the 2D-grown cells (15/22 and 37/60). The genes uniquely upregulated in the spheroids and not in their monolayer counterparts are shown in Figure 4a,b. Among them, a gene commonly upregulated in both drug-resistant 3D models was *UBEC2C*, which encodes for ubiquitin-conjugating enzyme 2C. This gene was found overexpressed and has been associated with chemotherapy resistance in several tumor types, including breast (reviewed in [30]). In the paclitaxel-resistant spheroids, we also detected the overexpression of *SLIT2* (Figure 4a), a secreted glycoprotein that plays an important role in axon guidance and neuronal migration. It has not been well studied in cancer, but it was found to be upregulated in tamoxifen-resistant MCF-7 breast cancer cells [31]. Changes in sphingosine metabolism have been associated with drug resistance in several types of cancer. Our data showed an increase in the expression of a key enzyme, *SPHK1*, in the doxorubicin-resistant spheroids (Figure 4b), suggesting that some resistant cells may be targeted by inhibiting this enzyme. A downregulation of expression was displayed by 44 and 37 genes in the paclitaxel- and doxorubicin-resistant spheroids, respectively (Tables S3 and S4). When we examined the genes that were uniquely downregulated in the spheroid models, we identified 16 and 13 genes in the paclitaxel- (Figure 4c) and doxorubicin-resistant (Figure 4d) ones, respectively. Among these genes, the downregulation of *DCN* (Figure 4c) in the paclitaxel-resistant spheroids should be pointed out. This gene encodes for a proteoglycan that is a critical component of ECM, with important regulatory functions, and also exhibits a significant tumor suppressive effect [32,33]. Its role in therapy response has not been well studied, and the few studies conducted so far have yielded contradictory results [33]. Our data suggested that *DCN* may mediate sensitivity to paclitaxel in TNBC cells.

In conclusion, transcriptomic analysis at the single-cell level of TNBC chemoresistant cells revealed genes that may affect the response of TNBC cells to chemotherapeutics that had not been identified before due to their expression in scarce populations of resistant cells.

### 2.3. Heterogeneity in the Chemoresistant TNBC Populations Reflects Distinct Mechanisms of Resistance

Our previous analysis (Section 2.1) indicated that the chemoresistant cell populations retained a degree of heterogeneity, implying that the various cell clusters comprising them may possess distinct mechanisms to evade cytotoxic drug effects. Aiming to pinpoint such mechanisms and reveal the characteristic therapeutic vulnerabilities for each cell group, we identified and visualized the top 10 differentially expressed genes in each one in the paclitaxel- and doxorubicin-resistant cells grown in a monolayer. These data are presented in Figure 5 and the top 100 differentially expressed genes are listed in Tables S5 and S6.

The results of this analysis confirmed that the paclitaxel-resistant cells in cluster 1 (depicted in orange in Figure 5a) resided in a highly mesenchymal state, since, besides the mesenchymal signature described above (Section 2.1), they also overexpressed genes known to induce EMT, including *S100A4* [34,35], *C10orf54* [36], and *WISP1* [37] (Figure 5b). Therefore, it is reasonable to assume that the EMT pathway is involved in the resistance phenotype of these cells and its targeting [38] may be a viable option to restore drug sensitivity. The epithelial-like cell cluster 2 (depicted in green in Figure 5a) was characterized by the upregulation of genes involved in cell cycle progression and mitosis, such as *RRM2*, *BE2C, NDC80, MELK, KIF2C,* and *CENPA* (Figure 5b). Furthermore, the presence of *BRCA1* suggests the rapid correction of DNA damage induced by doxorubicin. Targeting the cell cycle (for example, by using CDK inhibitors) and/or the DNA repair pathways could potentially contribute to the elimination of these cells. Cluster 0 cells (depicted in blue in Figure 5a) upregulated genes involved in several different biological processes that contribute to drug resistance and can, thus, be potential therapeutic targets (Figure 5b). *VEGFA* and *PDGFB* are angiogenic factors that could play roles in providing a supportive TME, therefore, anti-angiogenic drugs (e.g., bevacizumab for VEGFA) could be effective against this cell group. The interleukin 6 (IL-6) signaling pathway is crucial in mediating inflammation and has been implicated in cancer progression, metastasis, and drug resistance [39]. Several inhibitors of this pathway have been developed and clinical trials are currently underway to determine their effectiveness in various cancer types [39]. Such inhibitors may also be effective in targeting this subgroup of chemoresistant cells, where IL-6 is upregulated (Figure 5b). Finally, two genes that are widely overexpressed in drug-resistant cancers, the glutathione S-transferase Pi 1 (*GSTP1*) and *ABCG2*, a member of the ATP-binding cassette family, were also found in this cluster. *GSTP1* plays a crucial role in detoxifying chemotherapeutic drugs [40], and *ABCG2* mediates drug efflux [41]. Numerous inhibitors have already been developed for these two proteins and ongoing research aims to prove their clinical value, in combination or standalone therapy, in counteracting drug resistance [40,41].

In doxorubicin-resistant cells, the mesenchymal gene signature in cluster 1 (depicted in orange in Figure 5c) also suggested an activated EMT process that probably mediates increased drug resistance. This may be linked to the overexpression of *ITGB1* in this cluster (Figure 5d), a multi-functional cell adhesion molecule that is known to trigger EMT and promote drug resistance in cancer cells [42], suggesting that integrin signaling inhibitors could also disrupt mesenchymal features and sensitize cells to doxorubicin. The presence of the transcription factor *STAT1* (Signal transducer and activator of transcription 1) and the enzyme *MMP2* (matrix metallopeptidase 2) in cluster 2 (depicted in green in Figure 5c) implied roles for inflammation and extracellular matrix remodeling, respectively, in these cells, two processes that are interlinked and known to support cancer progression [43] and drug resistance [44]. Directly targeting MMPs or inhibiting their activation pathways could be a promising approach against these drug-resistant cells. It should be noted that the two most highly upregulated genes in this cluster were the complement serine protease *C1S* and the developmental transcription factor *EBF4* (Figure 5d). Very little is known about the roles of these genes in cancer, however, it is thought that the first one plays a role in suppressing anti-tumor immunity [45] and that the second one is part of the metastatic cascade in breast tumors [46]. Cluster 3 (depicted in red in Figure 5c) was dominated by the upregulation of cell-cycle-associated genes, similarly to cluster 2 in the paclitaxel-resistant cells, and could be targeted via the same means.

The epithelial-like clusters 4 and 5 (depicted in purple and brown, respectively, in Figure 5c) shared several upregulated genes, including the pro-inflammatory cytokine *IL1B*, which has been associated with chemoresistance [47]. Thus, its inhibition, for example, through the FDA-approved drug anakinra [48], could be beneficial. Furthermore, in cluster 5, the upregulation of the endothelin receptor A (*EDNRA*) gene may have enhanced the pleiotropic effects of its ligand, endothelin-1, which is known to regulate EMT, angiogenesis, and immune response and has been implicated in drug resistance in various tumor types [49]. An antagonist of EDNRA, macitentan, has been shown to sensitize colorectal cancer cells [50] and brain metastases [51] to chemotherapy, and it is plausible that it may help to overcome the resistance mechanisms in this TNBC cluster. Finally, cluster 0 (depicted in blue in Figure 5c) displayed the overexpression of genes (Figure 5d) that participate in various biological processes implicated in chemoresistance. The two most highly upregulated genes were *MTDH,* which encodes for the transmembrane protein metadherin that is involved in multiple aspects of cancer progression, metastasis, and drug resistance [52], and cyclin B1 (*CCNB1*), suggesting that cell cycle inhibitors may be effective against these cells.

Overall, the chemoresistant SUM159 cells comprised transcriptionally distinct subpopulations that upregulate genes involved in a wide array of cellular processes that may contribute to the development of chemoresistance, such as promoting EMT, facilitating DNA repair, and altering the cell cycle, etc. Our data suggest that targeting multiple pathways through combination therapies may be a more efficient approach to eliminate these cells and overcome chemoresistance in TNBC.

### 2.4. Rare Drug-Resistant Cells Preexist in the Treatment-Naïve Cell Populations

Next, we sought to investigate whether the high transcriptional variability at the single-cell level involved resistance-associated genes expressed highly but scarcely in the treatment-naïve cells. In our gene panel, two well-known markers of drug resistance were included, the ABC membrane transporters *ABCB1* and *ABCG2* [53]. The expression of both genes was strongly induced in the two chemoresistant cell states in the 2D amd in the 3D culture systems.

In the 2D-grown cells, the *ABCB1* gene was 30- and 50- fold upregulated in the paclitaxel- and doxorubicin- esistant cells respectively, showing an almost universal expression pattern (expressed in 92.6% of paclitaxel- and 87.4% of doxorubicin-resistant cells) (Figure 6a). The *ABCG2* gene was ~7-fold induced in paclitaxel- and ~10-fold induced in doxorubicin-resistant cells, being expressed in 80.7% and 87.3% of the respective populations (Figure 6b). Even though the robust upregulation of these two genes is a wide-spread mechanism of drug resistance in cancer, we found that they were both already expressed in the treatment-naïve cells, albeit in a very small percentage of them (Figure 6a,b). Specifically, 34.8% and 28.2% of the drug-naïve cells showed some expression of *ABCB1* and *ABCG2*, respectively, but only 0.8% and 0.7% of the cells had relatively high levels (>5 counts).

Similar results were obtained from the 3D spheroids. The *ABCB1* gene was 11-and 23-fold upregulated in the paclitaxel- and doxorubicin-resistant spheroids, respectively, showing a wide-spread expression pattern (expressed in 84.9% of paclitaxel- and 80.7% of doxorubicin-resistant cells). The *ABCG2* gene was ~3-fold overexpressed in both types of chemoresistant spheroids, with a more limited expression pattern (expressed in 57.9% of paclitaxel- and 56% of doxorubicin-resistant cells). In the treatment naïve-spheroids, a relatively high gene expression (>5 counts) was manifested by 3.4% and 2.3% of the cells for the *ABCB1* and *ABCG2* genes, respectively.

Collectively, these data suggest that rare, pre-defined cell states that are associated with chemoresistance exist before drug exposure. They may represent seeding subpopulations that possess a selective advantage over the bulk of tumor cells, enabling them to survive under drug pressure, develop additional mechanisms of acquired resistance, and regenerate the cell population.

## 3. Discussion

TNBC represents a highly heterogeneous and particularly aggressive subtype of breast cancer, usually combatted with conventional chemotherapeutic drugs, such as paclitaxel and doxorubicin. The efficacy of chemotherapy is often hampered by the innate and/or acquired chemoresistance that TNBC patients develop, leading to high rates of recurrence and fatal metastases [2,54]. The processes through which chemoresistant cells emerge remain somewhat ambiguous, yet they have been closely associated with intratumoral heterogeneity, which is particularly high in TNBC [4]. Therefore, bulk omics analyses may fail to dissect the distinct mechanisms of resistance developed by the different cell subpopulations that comprise a tumor, especially the minor ones.

Only a small number of studies have characterized the transcriptomic diversity of TNBC prior to and after the development of chemoresistance at the single-cell level. To fill in this gap, we employed scRNA-seq along with bulk RNA-seq to extensively analyze the transcriptomes of the TNBC cell line SUM159 and its chemoresistant derivatives grown as 2D or 3D cultures. Even though established cancer cell lines are presumed to be highly uniform, it has been recently confirmed that they exhibit some degree of heterogeneity that mimics patients’ intertumor transcriptomic diversity and drug responses [55].

Our experiments confirmed the presence of transcriptionally distinct subpopulations both in the parental and chemoresistant cells that resided in different states of the EMT spectrum, based on a gene signature generated from the intersection of published data [10] with our own. However, we noted a shift towards a highly mesenchymal phenotype in the drug-resistant cell lines, especially displayed in certain cell clusters. It is widely accepted that the EMT is a critical factor in tumor progression, metastasis, and drug resistance [38], even though the direct link between them remains a subject of debate. Notably, an EMT chemoresistance gene signature was identified in TNBC tumor samples after neoadjuvant chemotherapy, leading the authors to propose that targeting EMT signaling may resensitize cells to drugs [56]. Increasing evidence, however, indicates that multiple EMT-associated signaling pathways contribute to the emergence of drug-resistant cancer cells [38]. In our results, the upregulation of *PDGFRB* was a common element in the highly mesenchymal cell clusters in both drug-resistant cell lines, in accordance with the fact that PDGF signaling is mostly operational in mesenchymal cells [57]. Tyrosine kinase inhibitors that target PDGFRB are already in use for other malignancies [57] and could be applied in TNBC to combat EMT-driven resistance. Our scRNA-seq data also highlighted the FOXA1 transcription factor as a potential driver of resistance both to paclitaxel and doxorubicin. Even though *FOXA1* is considered to be a luminal gene, recent reports have shown that it is overexpressed in subsets of particularly aggressive TNBC tumors [17,18,19]. Our findings suggested that FOXA1 is upregulated in resistant TNBC cells, and future experiments should investigate whether its targeting improves cells’ sensitivity to chemotherapeutics. Even though it is notoriously hard to inhibit transcription factors, elucidation of the mechanisms of action of FOXA1 in TNBC may lead to the identification of druggable targets, as was recently shown in a subset of non-small cell lung cancer cell lines [58].

Additionally, our data revealed several differences in the gene expression profiles between cells grown in monolayer cultures and those in 3D spheroids. The 3D culture model exhibited unique resistance-associated gene expression patterns not observed in the 2D cultures. Taking into account the fact that 3D models are considered to be more physiologically relevant in cancer research, it may be advisable that they are more widely adopted in the study of tumor heterogeneity and chemoresistance at the single-cell level. Such an approach may uncover potential therapeutic targets that are overlooked in traditional 2D cultures.

An interesting observation in our data was the fact that chemoresistant subpopulations were not uniform, but they displayed considerable heterogeneity in their gene expression programs. The significance of this finding is evident; bulk transcriptomic analyses of cancer cells will identify the major mechanisms of resistance developed by dominant subclones or/and by most cells, but they will miss those employed only by minor groups of cells. The latter will have an advantage against therapies designed based on the prevailing mechanisms of chemoresistance. For example, the cells in cluster 5 of the doxorubicin-resistant population may not be affected by cell cycle inhibitors targeting clusters 0 and 3, but they may succumb to treatment with the repurposed drug macitentan that is approved to treat hypertension [59].

The presence of small numbers of primed cancer cells expressing resistant genes prior to drug exposure has been reported before in TNBC patients [56], as well as in MCF-7 luminal breast cancer cells [60]. In accordance with these data, we identified rare populations in the treatment-naïve cells expressing the multidrug efflux pumps *ABCB1* and *ABCG2*. The detection of such populations prior to the administration of chemotherapy in TNBC patients could predict the poor responders [56]. However, a whole transcriptome single-cell analysis of a large number of samples is required to characterize the pre-existing chemoresistant signatures in the different TNBC subtypes and determine their clinical value.

In conclusion, our findings highlight the critical role of scRNAseq in uncovering the rare cell populations and subtle gene expression changes that are often masked in bulk RNA-seq analyses. In TNBC, this translates to targeting multiple cellular subpopulations to effectively combat chemoresistance. Future therapeutic strategies could benefit from this approach by combining drugs that target both the dominant and minor resistant cell populations, potentially preventing tumor relapse and improving patient outcomes.

## 4. Materials and Methods

### 4.1. Cell Culture and Generation of Chemoresistant Cell Lines

The SUM159 TNBC cell line was a generous gift from Dr. R.W. Weinberg (Whitehead Institute, Boston, MA, USA) and was used for all experiments. The culturing of these cells and generation of the paclitaxel-resistant cell line were described before [8]. Similarly, the doxorubicin-resistant cells were generated by exposing them to escalating doses (0.05 μm–1 μM) of the drug for 2 days, followed by a recovery period in a drug-free medium.

### 4.2. Generation of 3D Spheroid Cultures

For the 3D spheroid cultures, SUM159 cells were embedded in Matrigel (Corning, New York, NY, USA) pre-coated 96-well plates at a density of 7500 cells per well and cultured in Ham’s F12 (LM-H1235/500, Biosera, Cholet, France), supplemented with 10% fetal bovine serum (Ref 10437-028, Gibco, ThermoFisher Scientific, Waltham, MA, USA). The spheroids were allowed to form and grow for 7–10 days before being subjected to further treatments and analysis.

### 4.3. RNA Extraction and Bulk-RNA Seq Experiments

Total RNA was extracted from the 2D cell cultures using the RNeasy Mini Kit (74104, Qiagen, Hilden, Germany) following the manufacturer’s instructions. The RNA concentration was assessed using the NanoDropTM 2000 (ThermoFisher Scientific, Waltham, MA, USA). Libraries were prepared using the The NEBNext Ultra II Directional RNA Library Prep (E7760, Ipswich, MA, USA) according to the manufacturer’s instructions. The quality and quantity of the generated libraries were checked using the Bioanalyzer (Agilent, Santa Clara, CA, USA) and high-quality ones were sequenced in a 100-bp single-end mode on an Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA) at the Greek Genome Center located at BRFAA.

### 4.4. Sample Preparation and scRNA-Seq Experiments

The preparation and evaluation of cells before the scRNA-seq experiments were performed using the BD Rhapsody™ Single-Cell Analysis System (BD Biosciences, Franklin Lakes, NJ, USA), following the manufacturer’s protocol. Briefly, single cell suspensions from the 2D and 3D cultures were labeled, and cell viability and number were evaluated using the BD Rhapsody™ scanner. Cell samples with a high viability (>85%) were used for sequencing. Cells grown in a monolayer or in 3D spheroids were pooled together and loaded onto two BD Rhapsody cartridges. The BD Rhapsody™ Onco-BC Panel Hs (633752, BD, Biosciences) was used for library construction according to the manufacturer’s instructions. The quality and quantity of the generated libraries were checked using the Bioanalyzer (Agilent, Santa Clara, CA, USA), and high-quality ones were sequenced in a paired-end mode on a NextSeq1000 Sequencer (Illumina, San Diego, CA, USA).

### 4.5. Data Analysis

#### 4.5.1. Bulk RNA-Seq Analysis

Bioinformatics analyses were performed within the Galaxy suite environment [61]. The quality of the sequencing reads was assessed with the FastQC algorithm. For the bulk RNA-seq analysis, reads were mapped to the hg19 version of the human genomec vx using HISAT2 [62]. The reads inside genes were calculated with HTSeq count [63]. A differential gene expression analysis was performed with DESeq2 [64]. Differentially expressed genes between the naïve and chemoresistant states were considered as those having a log2 fold-change > 1, padj < 0.05 and a minimum mean count of 20 reads. Raw RNA-seq data for the SUM159 attached treatment-naïve and paclitaxel-resistant cells were retrieved from GEO accession GSE206242 [8]. Raw RNA-seq data for SUM159 ITGB4-hi and p63/p74 double knockout cells were retrieved from GSE172407 [10].

#### 4.5.2. Targeted Single-Cell RNA-Seq Analysis

FASTQ files obtained from sequencing were provided to the Seven Bridges Genomics platform for further analyses. The quality-filtered R1 reads were analyzed to identify the cell label sequence (CL), Molecular Identifier sequence (UMI), and poly-dT tail sequence. Then putative cell information was combined together with RSEC-adjusted molecules to generate a single-cell expression matrix. Count matrices were then analyzed using the Scanpy package [9] from within the Galaxy suite (https://galaxy.inf.ethz.ch/) [61]. Counts were filtered to remove genes with extremely low counts and cells with low counts using the ‘Filter with Scanpy option’. The counts were normalized, logarithmized, and filtered for highly variable genes with Scanpy. The effect of cell cycle on cluster identification was ameliorated using the remove confounders option of Scanpy. Dimensionality reduction with PCA was followed by the computation of a neighborhood graph and clustering using the Louvain algorithm to identify clusters. The top 100 marker genes for each cluster were calculated with a t-test statistic. UMAP plots, heatmaps, and dotplots were produced with the ‘plot with Scanpy option’. To identify differentially expressed genes, the counts for each gene within each condition were aggregated and compared between conditions. Differentially expressed genes between conditions were considered as those having at least 2-fold difference in counts and a minimum count of 50 reads in the resistant state.

#### 4.5.3. STRING Analysis

To identify protein–protein interactions among the protein products of genes differentially expressed between treatment-naïve and chemoresistant cells, the gene lists were given as input to the STRING tool [65] and plotted by using the default parameters.

## Figures and Tables

**Figure 1:**
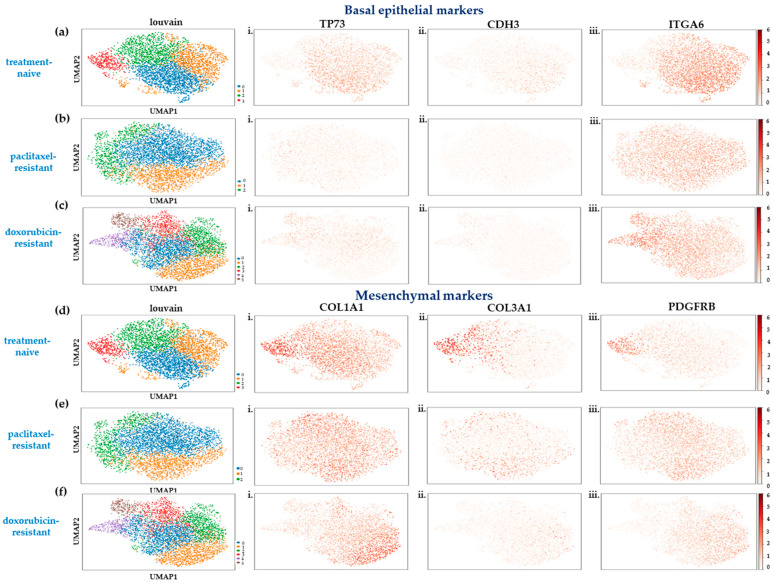
In the upper panel, UMAP plots of the SUM-159 (**a**) treatment-naïve, (**b**) paclitaxel-resistant, and (**c**) doxorubicin-resistant cells grown in monolayer are shown, as well as the individual single-cell expression patterns of the basal epithelial marker genes (**i**) *TP73*, (**ii**) *CDH3*, and (**iii**) *ITGA6* in these cell states. In the lower panel, (**d**–**f**) the same UMAP plots (**d**–**f**) are shown along with the individual single-cell expression patters of the mesenchymal marker genes (**i**) *COL1A1*, (**ii**) *COL3A1*, and (**iii**) *PDGFRB*.

**Figure 2:**
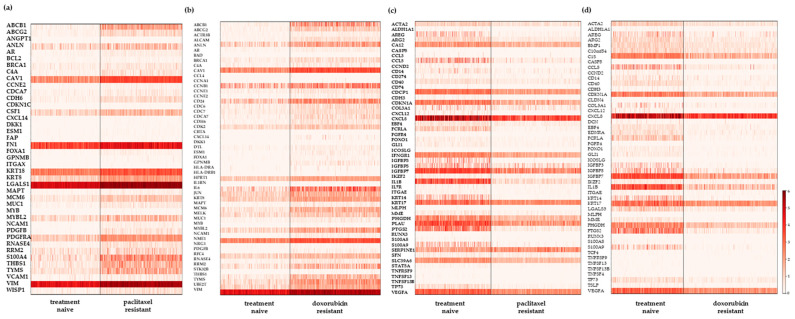
Heatmaps showing the differentially expressed genes in the SUM159 chemoresistant compared to the treatment-naive cells grown in monolayer. (**a**,**b**) Show the upregulated genes and (**c**,**d**) show the downregulated genes in paclitaxel- and doxorubicin-resistant cells, respectively. The *PTPRC* gene is missing from (**a**) and the *CD244* and *TCL1A* genes are missing from (**b**) due to their very low counts in the treatment-naïve cells that excluded them from the filtered count matrix.

**Figure 3:**
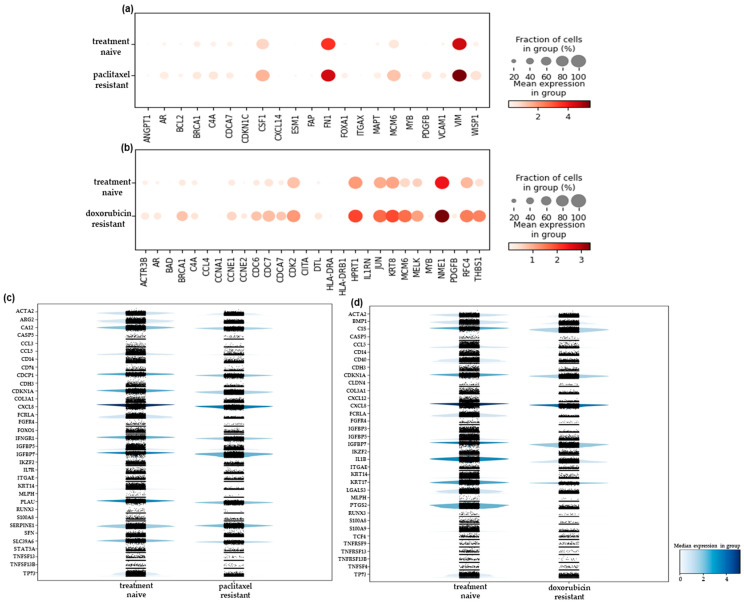
Differentially expressed genes in the 2D-cultured chemoresistant SUM159 cells compared to the treatment-naïve ones that were identified only by single-cell (sc) RNA- and not by bulk RNA-sequencing. Dotplots depicting genes that are upregulated in the (**a**) paclitaxel- and (**b**) doxorubicin-resistant cells, respectively. Stacked violin plots depicting genes that are downregulated in the (**c**) paclitaxel- and (**d**) doxorubicin- resistant cells, respectively. Each dot represents the normalized gene expression per cell. The *PTPRC* gene is missing from (**a**) and the *CD244* and *TCL1A* genes are missing from (**b**) due to their very low counts in the treatment-naïve cells that excludes them from the filtered count matrix.

**Figure 4:**
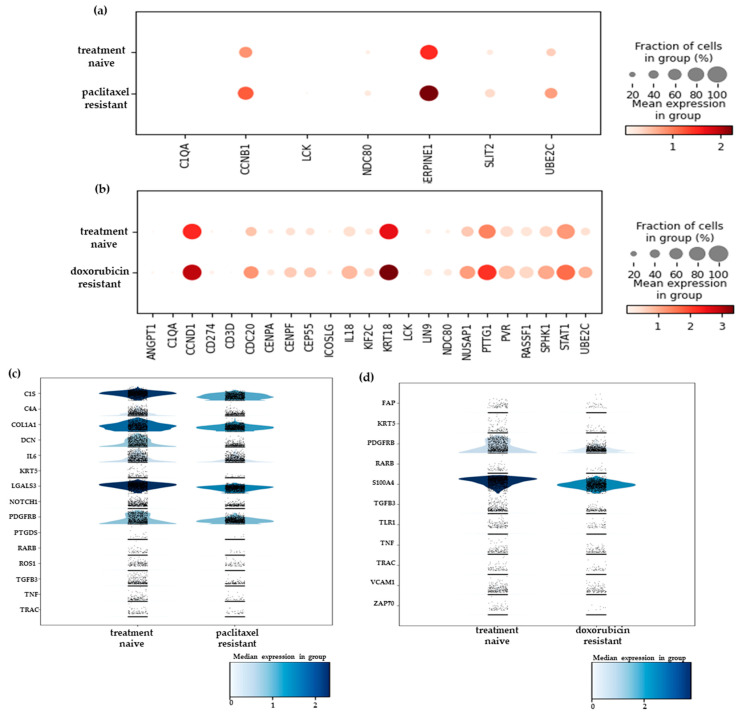
Differentially expressed genes identified by scRNA-seq only in the 3D- and not in the 2D-cultured chemoresistant SUM159 cells compared to the treatment-naïve ones. Dotplots depicting genes that are upregulated in the (**a**) paclitaxel- and(**b**) doxorubicin-resistant spheroids, respectively. Stacked violin plots depicting genes that are downregulated in the (**c**) paclitaxel- and (**d**) doxorubicin- resistant spheroids, respectively. Each dot represents the normalized gene expression per cell. The ZAP70 gene is missing from (**c**), and the PTGDS and IL17F genes are missing from (**d**) due to their very low counts in the chemoresistant cells that excludes them from the filtered count matrix.

**Figure 5:**
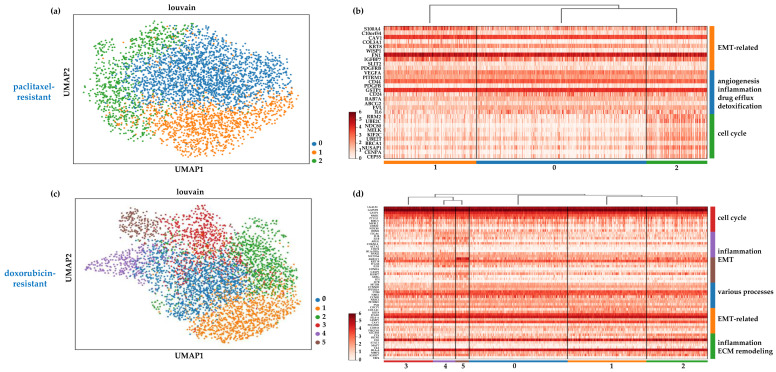
UMAP plots depicting clusters (subpopulations) of SUM159 (**a**) paclitaxel- and (**c**) doxorubicin-resistant cells grown in monolayer. The expression levels of the top 10 differentially expressed marker genes in each identified cluster are shown in heatmaps for the paclitaxel- (**b**) and the doxorubicin-resistant (**d**) cell states. Representative biological processes possibly mediating chemoresistance in each cell cluster are shown.

**Figure 6:**
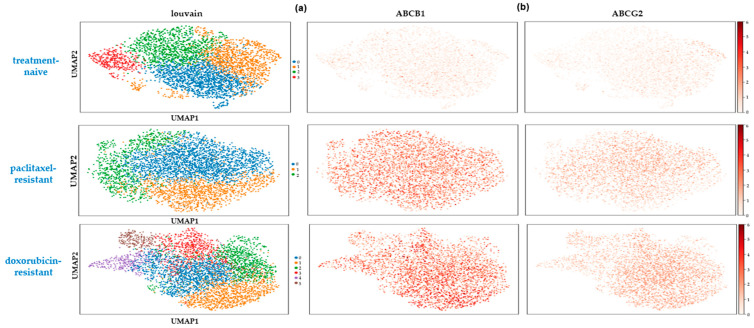
The expression patterns of the 2 ABC transporters *ABCB1* (**a**) and *ABCG2* (**b**) are shown in single cells of the different clusters of SUM159 treatment-naïve (**upper panel**), paclitaxel- (**middle panel**) and doxorubicin- (**lower panel**) resistant cells.

## Data Availability

Bulk and single cell RNA-seq have been deposited at GEO under accession GSE266356. To review the data please enter the token provided in the cover letter.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25136853/s1.

# Supplementary material for: Identification of New Chemoresistance-Associated Genes in Triple-Negative Breast Cancer by Single-Cell Transcriptomic Analysis
**Source:** Int J Mol Sci. 2024 Jun 22;25(13):6853. doi: 10.3390/ijms25136853
**Supplement:** Supplementary file 1

## Supplementary Materials

**Supplementary Figure S1. Differentially expressed genes in the 2D-cultured chemoresistant SUM159 cells compared to the treatment-naïve ones that were identified both by scRNA- and bulk RNA-seq.** Dotplots depicting genes that are upregulated in the (a) paclitaxel- and (b) doxorubicin- resistant cells, respectively. Stacked violin plots depicting genes that are downregulated in the (c) paclitaxel- and (d) doxorubicin- resistant cells, respectively. Each dot represents the normalized gene expression per cell.

**Supplementary Figure S2. Protein-protein interaction networks in chemoresistant SUM159 cells depicted using STRING.** (a) Genes upregulated in paclitaxel-resistant SUM159 cells grown in 2D. (b) Genes upregulated in doxorubicin-resistant SUM159 cells grown in 2D. (c) Genes downregulated in paclitaxel-resistant SUM159 cells grown in 2D. (D) Genes downregulated in doxorubicin-resistant SUM159 cells grown in 2D.

**Table S1. Genes upregulated in 3D paclitaxel-resistant spheroids identified by scRNA-seq.**

**Table S2. Genes upregulated in 3D doxorubicin-resistant spheroids identified by scRNA-seq.**

**Table S3. Genes downregulated in 3D paclitaxel-resistant spheroids identified by scRNA-seq.**

**Table S4. Genes downregulated in 3D doxorubicin-resistant spheroids identified by scRNA-seq.**

**Table S5. The top 100 genes differentially expressed in each cluster in the paclitaxel-resistant cells grown in monolayer.**

**Table S6. The top 100 genes differentially expressed in each cluster in the doxorubicin resistant cells grown in monolayer.**

Figure S1.

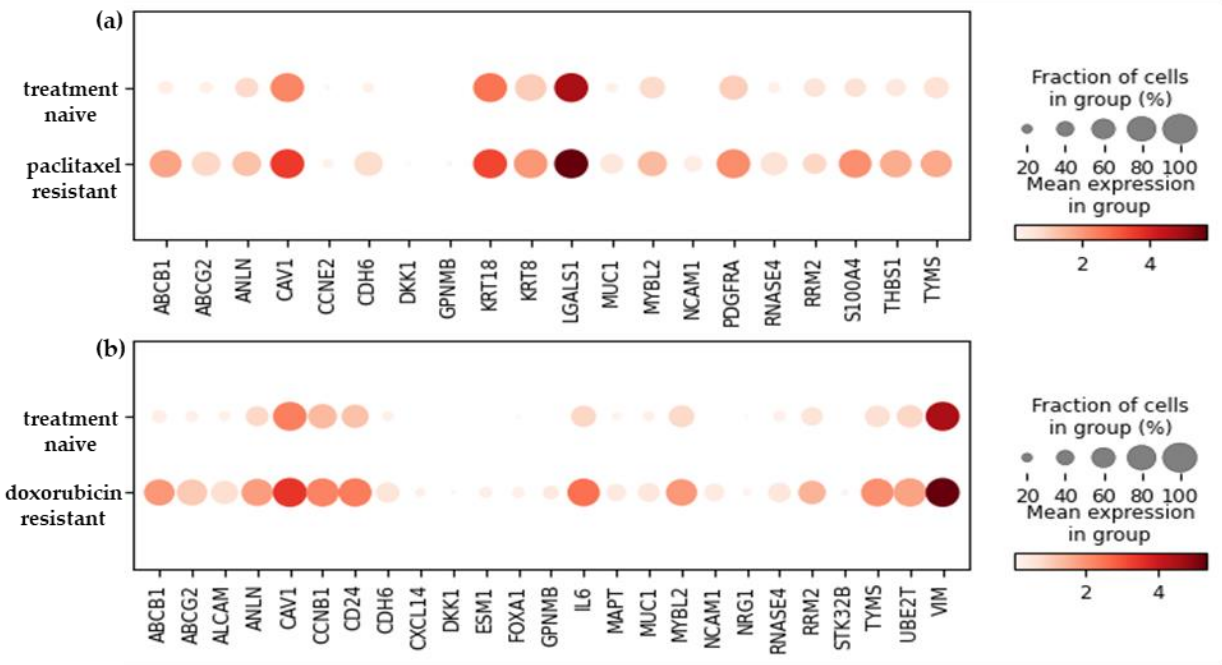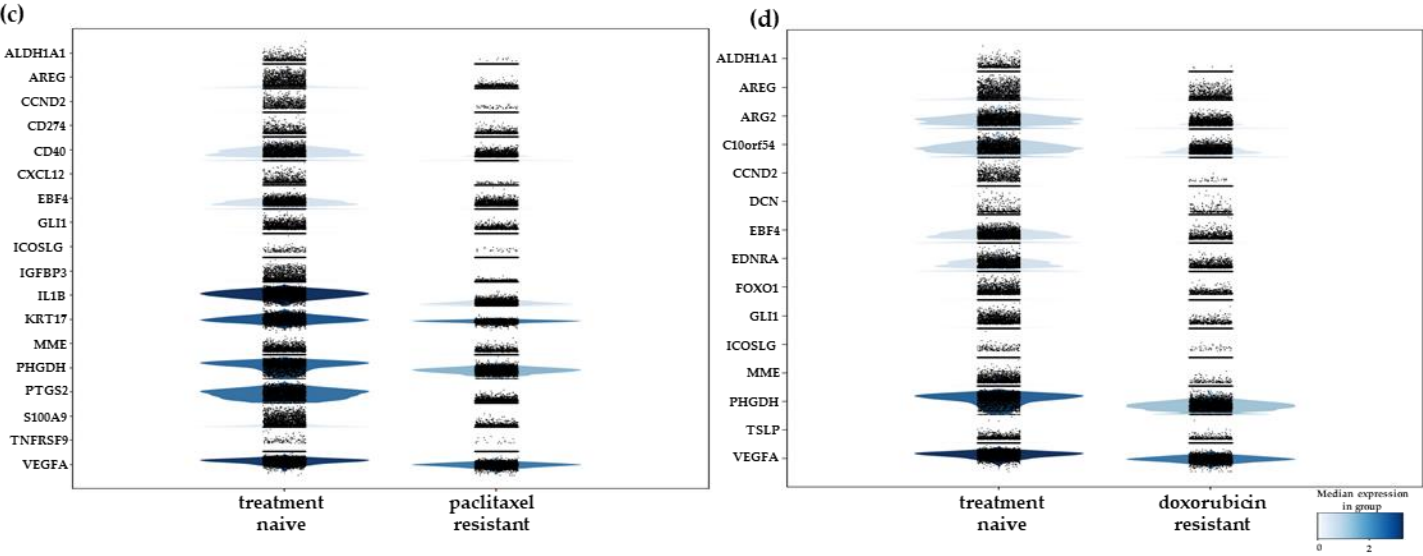

## Tables

**Table S1-S6.** See the excel file entitled “**Suppl. Tables**”

How the deposited data were processed for this re-analysis (not part of the article)

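Bulk RNA-seq of SUM159 cells resistant to doxorubicin and grown in a monolayer was examined in 2 libraries, replicates 1 and 2 of 1 condition. Treatment-naïve and paclitaxel-resistant bulk libraries and the single-cell data were not analysed here. The authors deposited raw counts of reads per gene symbol, 1 file for each library. According to the paper and the submitters' processing notes, the authors checked the reads with FastQC, mapped them to hg19 with HISAT2 and counted reads inside genes with HTSeq within Galaxy, and the notes also list deepTools. Versions, the gene annotation and the strand setting were not given in the sources used here. The files hold 23368 gene symbols and no rows for reads outside genes. Reads that match several places or several genes are commonly left out of such counts, and whether this was so was not stated.

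CPM were computed here from the total of all counts of a library, 23044084 in replicate 1 and 17985508 in replicate 2, and are given as mean ± SD over the 2 libraries, or as the value of each. At these totals 1 count is 0.0434 and 0.0556 CPM, and the limit that a count of 0 allows, taken as 3 counts, is 0.130 and 0.167 CPM. Reads without molecular identifiers are not independent molecules, so such limits cover counting error only. Of the symbols, 19337 were matched to 1 gene each of the GENCODE annotation of GRCh37, 82.7%, which gave the coordinates and exonic lengths. Genes renamed since, such as CXCL8, listed as IL8, and TMEM243, listed as C7orf23, were found in the files through lists of older symbols. IL8 and C7orf23 were not matched to the annotation and have no coordinates or exonic length here.

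Because a single condition was held, no test between conditions was made. The paper called genes in bulk RNA-seq at a log2 fold change above 1, an adjusted p below 0.05 and a minimum mean count of 20 with DESeq2, and of these only the minimum count could be applied, to the resistant libraries. The genes of Figures 3b, 3d, S1b and S1d were read from the pictures, and CD244 and TCL1A, which are missing from Figure 3b, were taken from its caption. No p-value was computed on these lists, whose genes were only counted against the minimum count. Their numbers, 25 and 30 upregulated and 15 and 35 downregulated, add up to the 55 and 50 genes that the paper reports. Labels of Figure 3d that could be read in more than 1 way were taken as TNFSF13 and TNFSF13B, the symbols in the gene lists of the paper.

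Genes named in the text follow a rule set before the data were examined. They are the members of 20 gene lists (the 4 figure lists, genes that the text of the paper names, and lists of hormone receptors, efflux pumps, neighbours of ABCB1, doxorubicin targets and metabolism, antioxidant, epithelial, mesenchymal, cell cycle, inflammatory, IGFBP, PDGF, p53 target, leukocyte, endothelial and blood, and ubiquitous genes), of which the highest, the lowest and those the paper names are given, the 10 genes of highest mean CPM, and the 5 genes with the largest difference between the libraries in each direction. The members given from the middle of a list, HLA-B and HLA-C were chosen after their values were seen. Lists of genes of the major histocompatibility complex and of the pseudoautosomal regions were written after the files had been opened and before the values of their members had been read. Values of some genes are not reported here.

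The libraries were compared by a chi-square test over the 13744 genes with at least 10 counts over both, and gene by gene with the exact binomial test of edgeR and Benjamini-Hochberg adjustment. The dispersion between them was estimated with edgeR after TMM normalization. Both were tested on simulated counts first. For a comparison of 2 simulated libraries over 16792 genes, the binomial test called 100% of 200 seeded 2-fold differences and 0.0813% of other genes, and a simulated coefficient of variation of 0.2 was recovered as 0.198. To describe what 2 libraries against 2 could call, comparison groups were simulated with these means, totals and dispersions and tested with the quasi-likelihood test of edgeR and with DESeq2. Total counts in Tables S2 and S4 were set against bulk CPM on the log2 scale with a pseudocount of 0.5 CPM and 100000 permutations. Alternatives covered the minimum count, the scaling, the filter, the pseudocount, the dispersion, the tool and each library left out. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.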

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

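Of the tests in this part, the length trend, the variance it removes, the share of the 10 most abundant genes and the number of genes under the minimum count were chosen only after the result was seen. Genes outside those the paper discusses had counts above the limit of 3 in both libraries in each of the following groups. Among the efflux pumps, all 8 members other than ABCB1 and ABCG2 did, led by ABCC3 with 169 ± 17.1 CPM and ABCC1 with 130 ± 8.98 CPM (SD, n = 2 each). All 8 neighbours of ABCB1 did, from DBF4 with 266 ± 63.2 CPM to RUNDC3B with 6.27 ± 0.575 CPM. Of 13 genes of doxorubicin targets and metabolism 12 did, and the aldo-keto reductase AKR1B1 was the highest with 1222 ± 302 CPM. All 12 antioxidant genes did, led by SOD2 with 1331 ± 189 CPM. The same holds for all 9 p53 targets, such as GADD45A with 122 ± 11.3 CPM, and for 11 mesenchymal genes, all that the paper does not name, such as SPARC with 2080 ± 129 CPM. Of 11 leukocyte markers 2 did, CD74 and CD79A, and of 6 endothelial, blood and liver markers 1 did, PECAM1 with 24 and 20 counts.

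Genes of the major histocompatibility complex had counts near 0 in the doxorubicin-resistant cells. This held also for genes of the region that most cells use: 33 of them listed before their values were read had a median of 0.148 CPM, and 8 reached a mean count of 20. Low transcription of immune genes would leave such genes at ordinary levels, and this median argues against it; it is what a loss of reads in the mapping or counting predicts. Pseudoautosomal genes stand on X and Y in the reference, and the 9 that were listed also had a median of 0.148 CPM. Other pseudoautosomal genes were not part of the list. Among those, ASMTL differed between the libraries in the exact binomial test of edgeR (adjusted p = 7.19e-18). Such a difference needs more than a few counts, so ASMTL goes against a loss at every pseudoautosomal gene. For the listed genes, this is what leaving out reads that match 2 places predicts. The extra haplotype sequences of the major histocompatibility complex in hg19 may cause such matches. This holds only if the mapping, whose index is not described, included them. HLA-B and HLA-C, whose alleles differ strongly between haplotypes, kept 533 ± 58.5 and 389 ± 49.0 CPM (SD, n = 2 each). Among the 9 listed pseudoautosomal genes, CD99 with 637 and 453 counts and SLC25A6 with 51 and 32 reached the minimum. The loss therefore did not cover every gene under either explanation, and the reads themselves were not analysed here.

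The 2 libraries of the same condition differed at 7930 of 13744 genes, by the exact binomial test of edgeR at an adjusted p under 0.05, which sets these libraries against counting noise alone. In replicate 1, RMRP had 19.5 against 1.17 CPM in replicate 2, RPPH1 14.1 against 0.778, RN45S 4653 against 454, FOS 43.7 against 4.45 and MT1E 148 against 23.2; in replicate 2, KIAA0754 had 33.5 against 2.30 CPM in replicate 1, TAP1 3.84 against 0.130, ZBED6 15.3 against 2.52, TMED8 6.73 against 0.911 and EGFR 244 against 48.2. The 10 most abundant genes held 5.33% of the counts of replicate 1 and 5.04% of replicate 2, which argues against a few genes taking most of the counts. The log2 ratio of replicate 1 to replicate 2 fell with exonic length (Spearman rho −0.55 across genes), and 53.2% of genes still differed after this trend was removed, a test that takes counting noise as the only spread. Over 4450 genes with a mean count of at least 1000, counting noise gives 1.23% of the variance of the ratio. A trend with exonic length fitted to them removed 36.5% (95% bootstrap interval over genes 34.4 to 39.1). This argues against the exonic length of the annotation as the whole cause, while length as a part of it stays open. The lengths of the transcripts expressed in these cells were not measured, so a larger share for transcript length is not excluded. No biological explanation was tested, since both libraries are of 1 condition.

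Of the 30 genes that the paper found raised in doxorubicin-resistant cells by scRNA-seq and not by bulk RNA-seq, 8 were under a mean count of 20 and 22 reached it, MYB and CIITA with less than 40. Reaching it does not by itself show that the depth sufficed. Over all 4450 genes with a mean count of at least 1000, counting noise gave 1.23% of the variance of the ratio between the libraries. In the resistant libraries it was thus a small part of the spread of that class, which holds 13 of the 30 genes. It was not measured on these 13 genes alone, and small counting noise follows from the high counts of the class. Mean counts of at least 1000 argue against too few counts in the resistant libraries as the explanation for these 13 genes. Counts too low at this depth stay open for the other genes of the 30, and the naïve libraries were not analysed here. In simulated comparisons of 2 libraries against 2 with the spread seen here edgeR called 23.4% of 2-fold changes at a mean count of 1000 or more, where 13 of the 30 genes lie, 12.6% from 100 to 1000, where 7 lie, 1.40% from 20 to 100 and 0.2% below. For 4-fold changes the shares were 100%, 97.8%, 56.6% and 10.2%, and the size of the changes is not known here. Each class held 500 changes over 10 simulated datasets of 13744 genes, and an adjusted p is stricter where few genes change. The simulated comparison groups had the totals and dispersions of these libraries and not those of the naïve ones. The shares therefore need not hold for the comparison in the paper. No treatment-naïve library was analysed here, so expression in few cells, as the paper proposes, was not tested.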

How the results depend on the processing

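No paired analysis was possible because a single group was held. The number of genes at or above the minimum mean count stayed within 1.5 times its value under every alternative: 25 throughout for genes raised in both assays, 20 to 25 for those raised by scRNA-seq alone, 12 to 13 for genes lower in both and 25 throughout for those lower by scRNA-seq alone, with minima of 10 and 40, TMM-scaled counts, DESeq2 size factors and either library left out. The same holds for the genes detected (11660 to 13035), for the genes that differ between the libraries (7946 and 7958 against 7930 of 13744 with other totals, 7865 of 12340 with at least 40 counts over both libraries, and 6270 against 7105 of 11789 genes with a length once the length trend was removed), and for the coefficient of variation between libraries (0.220 to 0.223). Further alternatives, namely leaving the 10 most abundant genes out of the totals in the comparison of libraries and removing the length trend, and those without genes of the major histocompatibility complex, were chosen after seeing the data, as were the settings for single genes. List medians moved more. Without either library in turn, the median was 72.9 to 83.6 CPM for genes raised in both assays, 32.3 to 32.5 CPM for those raised by scRNA-seq alone, 2.86 to 4.73 CPM for genes lower in both assays and 7.62 to 8.55 CPM for those lower by scRNA-seq alone. With only genes of a mean count of at least 10, it was 52.2, 6.03 and 17.7 CPM for the last 3 of these lists, since low genes are left out. For genes raised by scRNA-seq alone it was 35.1 CPM with totals without the 10 most abundant genes and 44.2 CPM without the 3 genes of the major histocompatibility complex, and 22 of the remaining 27 genes reached the minimum. Of 301 named genes, other scalings moved no level by more than 1.06 times, whereas 49 of the 197 listed genes with a mean count of at least 20 differed by over 1.5 times between the libraries, and ABCB1 was 140 CPM without replicate 2 and 289 CPM without replicate 1.

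The simulated share of called changes depends on the spread assumed. With 4 times the dispersion, 2-fold changes were called at 0% from a mean count of 1000, 0.2% from 100 to 1000, 0% from 20 to 100 and 0% below, and 4-fold changes at 10.4%, 5.80%, 0.2% and 0.2%. With DESeq2, 2-fold changes were called at 32.4% from 1000, 18.0% from 100 to 1000 and 0% below 20, and 4-fold changes at 94.8% from 100 to 1000, 35.6% from 20 to 100 and 0% below 20. The dispersion comes from 2 libraries and is itself uncertain. The correlation of panel and bulk counts kept its sign and stayed past its threshold under every alternative, with a rho from 0.77 to 0.86. Depth limits the genes with few counts, since a count of 0 cannot exclude 0.130 CPM in replicate 1 or 0.167 CPM in replicate 2.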

Differences from the paper's values

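In units of 1000000 reads, the paper gives an approximate depth for its bulk and single-cell RNA-seq as a range with an upper end of 10. The counts in genes averaged 20.5 ± 3.58 (SD, n = 2) in the doxorubicin-resistant libraries. The range was not given by condition, and the other bulk libraries were not analysed here. The library total has no processing choice that alters it, so no alternative set before the data were examined brings the values together. If each read was counted at most once, at least as many reads were sequenced as were counted in genes. The difference is then a lower bound, but how reads that match several places were counted was not stated.

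The paper describes the transcripts that bulk RNA-seq missed as lowly expressed. The 30 genes are those of Figure 3b and the CD244 and TCL1A of its caption. In the doxorubicin-resistant bulk libraries, 22 had a mean count of at least 20 and 13 of at least 1000. The other 8, among them CCL4 with 13 and 2 counts, were below 20. C4A, HLA-DRA and HLA-DRB1 are also among these 8. Their region had counts near 0 even at genes that most cells use, so their counts are not read as low expression. Without these 3 genes, 22 of the remaining 27 genes of the list had a mean count of at least 20. Of the genes of this list that the text of the paper names for these cells, MYB had a mean of 1.82 CPM, PDGFB 13.9 CPM, CCNE1 18.4 CPM and CCNE2 23.4 CPM, below the median of 34.1 CPM of all genes with a mean count of at least 20, and CDC6 with 93.0 CPM and CDK2 with 86.7 CPM lay above it.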

Other observations

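In bulk, mesenchymal genes were broadly expressed in the doxorubicin-resistant monolayer cells, and several epithelial adhesion genes were near 0. All 20 mesenchymal genes listed before the data were examined had a mean count of at least 20, including COL1A1 with 360 ± 96.3 CPM, COL3A1 with 19.3 ± 0.740 CPM and the transcription factor gene ZEB1 with 56.2 ± 21.7 CPM (SD, n = 2 each). Of 16 epithelial genes, 8 reached this count. The adhesion genes CDH1 and EPCAM had 0.557 ± 0.235 and 0.297 ± 0.0518 CPM, and the epithelial splicing regulator ESRP1 had 3 counts in each library, whereas the integrin ITGA6 had 371 ± 87.8 CPM and the keratin KRT18 had 346 ± 89.6 CPM (SD, n = 2 each). CDH3, a marker of the epithelial-like state in the paper, had 3.84 ± 0.0882 CPM (SD, n = 2). By scRNA-seq in the paper, COL3A1 was lower in the resistant monolayer cells (Figure 3d), whereas VIM and CAV1 were higher (Figure S1b). In the resistant spheroids, COL3A1, PDGFRB and S100A4 were lower (Table S4) and VIM was higher (Table S2). No naïve library was analysed here, so a shift toward a mesenchymal state was not tested. Among 17 inflammatory genes 11 reached the minimum, with CSF1 at 198 ± 26.4 CPM and IL6 at 195 ± 69.7 CPM (SD, n = 2 each), while TNF, which lies in the major histocompatibility complex, and CXCL1 were listed at 0 in both libraries. Ubiquitous genes of that region are also near 0, and the related CXCL2 had 65.0 and 40.6 CPM in replicates 1 and 2 and CXCL3 17.2 ± 2.27 CPM (SD, n = 2), while no cause of the 0 of CXCL1 was tested, so neither 0 is read as absence of expression.

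Of 10 efflux pumps 9 had a mean count of at least 20, all but ABCC6, and ABCB1 was the highest by mean although ABCC3, with 157 CPM, exceeded its 140 CPM in replicate 1. The neighbours of ABCB1 on chromosome 7 were at mixed levels: CROT had 167 ± 7.86 CPM and SLC25A40 had 164 ± 44.9 CPM, but ABCB4, the nearest paralog, had 7.74 ± 0.454 CPM (SD, n = 2 each). Genes that reduce or conjugate doxorubicin and other quinones were at mixed levels. AKR1B1 had 1222 ± 302 CPM, NQO1 521 ± 99.8 CPM, GSTP1 518 ± 120 CPM and CBR3 21.3 ± 4.25 CPM (SD, n = 2 each). AKR1B10 had 52 and 14 counts. Of the genes of that list, 13 of 14 reached the minimum, the exception being the importer SLC22A16 with 0 counts and 1 count. All 12 antioxidant genes, all 10 p53 targets and all 10 ubiquitous genes reached it. So did 28 of the 29 genes that the text of the paper names for doxorubicin-resistant cells, all but IGFBP3. Of 14 leukocyte markers 3 did, CD14, PTPRC and CD74, and the other 11, such as CD3E and MS4A1 at 0, did not. Of 6 endothelial, blood and liver markers 1 did.

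The test in this paragraph of genes with almost no bulk counts was chosen after the result was seen. Across 96 genes of Tables S2 and S4, all but TRAC, which was not matched, the total single-cell counts that the paper reports for doxorubicin-resistant spheroids ranked much as bulk CPM in the monolayer cells did, with a Spearman rho of 0.85 and a Pearson r of 0.85 (2-sided permutation p = 1e-05 for each, the smallest that 100000 permutations can give; 2 relations, with the same values after Benjamini-Hochberg adjustment). These are correlations across genes, which are not independent replicates, and the cultures differ. A hypothesis that few genes raised in these spheroids lack bulk counts was checked on Table S2, where 3 of 60 genes had a mean bulk count under 3. These were CD3D, C1QA and LCK, genes of T cells and macrophages with 253, 227 and 95 single-cell counts in the paper's table, and 53 of the 60 had a mean bulk count of at least 20. Among the 36 matched genes of Table S4, which were lower in the resistant spheroids, 8 had a mean bulk count under 3 and 22 of at least 20.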
